A study of Gallus gallus with 5 samples.

How the data were processed

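Open chromatin was profiled by ATAC-seq, in which the Tn5 transposase cuts accessible DNA and inserts sequencing adapters, in cells of embryonic chick (Gallus gallus) retina. Retinas were taken at embryonic day 5 and cultured for 48 h after electroporation with 2 plasmids, a GFP reporter driven by the ThrbCRM1 element and a Cherry marker driven by the CAG promoter. Electroporated cells were sorted by flow cytometry into a GFP-positive population (ThrbCRM1-positive, 3 libraries) and a GFP-negative population (ThrbCRM1-negative, 2 libraries). Groups and replicate numbers were taken from the sample titles.

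Each deposited file is a list of accessible intervals for 1 library, so intervals were called per library and not on pooled replicates. The intervals were called by the authors with MACS2, a peak caller, per the peak names in the files. The smallest −log10 q value in the 5 deposited lists was 1.301 to 1.302, which corresponds to a q value of 0.05. An interval with several summits takes several rows. The authors' columns hold a fold enrichment of the summit over the local background (a ratio), a −log10 p value, a −log10 q value and a whole-number score. The deposited score was 10 times the −log10 q value in 100.0% of rows in each list, and it was not used further. The remaining deposited columns give the start, the end and the position of the summit. The aligner, the MACS2 version, the treatment of duplicates and mitochondrial reads, any shift of reads for the Tn5 cut and the genome build are not stated. Fold enrichments and p values were used only to describe, rank or filter intervals within their own list, since they were not normalized between libraries.

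The lists give no read counts, so the sequencing depth of the libraries is unknown. An interval missing from a list was not called at that library's depth and threshold. A missing interval does not show that the chromatin was closed, and a change in the height of an interval that is called in both groups was not measured here.

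Coordinates are given as in the deposited lists, converted to 1-based starts. The lists name 472 sequences, of which 34 occur in the available chicken gene table, which describes the GRCg7b assembly, and 438 do not. The build of the lists was therefore treated as different from GRCg7b, coordinates were not converted, and no gene was assigned to a region. The comparisons of promoter share, of OTX, ONECUT and other sequence motifs and of fixed gene lists that had been planned need a genome of the lists' build and were not analysed here. The same holds for the position of the THRB and ACTB genes in the lists.

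The peak names carry library names of 2 kinds. Replicate 1 of each group has one kind (the first naming series, 2 libraries), and the other 3 libraries have the other (the second naming series). Within the second series, positive replicate 2 and negative replicate 2 both carry the number 3 in their library names, and positive replicate 3 carries the number 4. The series was treated as a possible batch. It crosses the groups, so comparisons were also made within each series.

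Rows that repeat an interval were merged to unique intervals, ranked by the −log10 p value of their strongest summit. The strongest 50000 intervals of each library were used for similarity and for presence, so that list length did not set how many intervals were compared there. Absence was judged against whole lists, so list length could still affect the counts of specific regions. Similarity between 2 libraries is the Jaccard index, the base pairs covered by both divided by those covered by either. Regions are the merged union of the strongest 50000 intervals of the 5 libraries, with a minimum overlap of 1 bp. A region was called shared when one of the strongest 50000 intervals of every library overlapped it. A region was called ThrbCRM1-positive-specific when one of the strongest 50000 intervals of each of the 3 positive libraries overlapped it and no interval of any rank in either negative list did. ThrbCRM1-negative-specific regions were defined the other way round. The regions named in the text are the 5 of each set with the lowest mean rank within the libraries of their group (rank 1 being the strongest). These definitions, the rule for naming regions and the tests of rows, similarity and specific regions were fixed before the data were examined. The share of missing intervals by rank and the split by naming series were added afterwards.

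One value per library was compared between groups with an exact permutation test over the 10 splits of the 5 libraries into 3 and 2, two-sided on the absolute difference of means. Similarity was tested one-sided (within-group pairs more similar). The smallest p value that 10 splits can give is 0.1, so no comparison of this design can pass 0.05. The counts of specific regions were set against the same counts for the other 9 splits. No test between groups treats regions as replicates of libraries. The alternatives were lists of 20000, 70000 or all intervals, ranking by fold enrichment, numbered chromosomes only, an overlap of 50% of the shorter interval, windows of 200 bp centred on summits, absence from the strongest 50000 intervals only, lists shortened to the length of the shortest list (71596 intervals), each naming series alone, each library left out in turn, and same-numbered pairs.

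No 2 lists were copies of each other. Between 44 and 114 intervals had identical ends in any 2 lists. The comparison of lists was tested on simulated lists with 200 planted positive-specific and 200 planted negative-specific regions. Of these, 91.0% and 93.0% were recovered among 58009 simulated regions, with 0 calls that had not been planted. Every other simulated interval was placed in all 5 lists before they were cut to length, and planted regions were drawn from the stronger intervals. The simulation therefore checked the counting and cannot give the rate of false calls between real replicates. Confidence intervals (95%, exact binomial) cover counting error over regions only. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.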

Results

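ATAC-seq peak lists were analysed for 5 libraries of sorted embryonic chick retinal cells, 3 from ThrbCRM1-positive cells and 2 from ThrbCRM1-negative cells. ThrbCRM1 is a regulatory element of the thyroid hormone receptor beta gene (Thrb) that drives a reporter in restricted progenitor cells of the retina, which give rise to cones and horizontal cells. All sorted cells had taken up the Cherry marker, so the negative libraries hold electroporated cells in which the reporter was not detected. The study concerned the part that the transcription factors Otx2 and Oc (Onecut) play in cone development. The comparison of the lists asks which regions were listed as accessible in reporter-positive cells and not in the other electroporated cells.

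The 3 positive lists held 126834, 107705 and 99859 rows (replicates 1, 2 and 3), with 86433, 72029 and 71596 unique intervals. The 2 negative lists held 117660 and 155087 rows, with 84207 and 104902 unique intervals. The mean number of rows was 111466 ± 13880 (SD, n = 3) in positive and 136374 ± 26460 (SD, n = 2) in negative libraries. The difference of -24907.5 rows (positive minus negative) did not exceed the spread between libraries (two-sided exact permutation test, p = 0.3). It depended on which negative library was used, at -6194 rows without negative replicate 2 and -43621 rows without negative replicate 1. Counting only rows with a q value of 0.01 or less gave 101140 ± 11100 (SD, n = 3) and 122934 ± 25720 (SD, n = 2) rows, with the same p of 0.3 by the exact permutation test. Intervals covered 40.11, 29.25 and 29.53 Mb in the positive libraries and 40.62 and 45.9 Mb in the negative libraries. Their median width was 341, 280 and 293 bp in positive and 360 and 311 bp in negative libraries (exact permutation test, p = 0.4). The authors' median fold enrichment over local background lay between 2.95 and 3.78 in every list. The interval at rank 50000 had a −log10 q of 4.46, 3.9 and 3.52 in the positive lists and of 4.59 and 7.39 in the negative lists, so this rank reached less far down in negative replicate 2 than in the other libraries.

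The first comparison asked whether libraries of the same sorted population resembled each other more than libraries of different populations. Over the strongest 50000 intervals, the Jaccard index was 0.614, 0.621 and 0.663 for the 3 pairs of positive libraries and 0.665 for the pair of negative libraries. It was 0.483 to 0.543 for the 6 pairs of one positive and one negative library. Each of the 4 within-group pairs was thus more similar than each of the 6 between-group pairs. The mean within-group index exceeded the mean between-group index by 0.128, the largest value of the 10 splits (one-sided exact permutation test, p = 0.1, the smallest the design allows). The largest difference for any other split was 0.061, for positive replicate 1 grouped with both negative libraries. The alternative that moved the difference most was leaving out positive replicate 1, which raised it to 0.164. Library naming series did not order the pairs in the same way, but smaller differences went with it. Positive replicates 1, 2 and 3 were each closer to the negative library of their own series (0.543 against 0.531, 0.506 against 0.483, 0.509 against 0.502). The positive pair within a series (0.663) also exceeded the positive pairs across series (0.614 and 0.621). Negative replicate 2 went the other way, being closest to positive replicate 1 of the other series (0.531). Within the second series, the index was 0.663 for the 2 positive libraries, and 0.506 and 0.509 for each of them with negative replicate 2. The first series has 1 library per group and allows no within-group value.

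**Figure D1:**
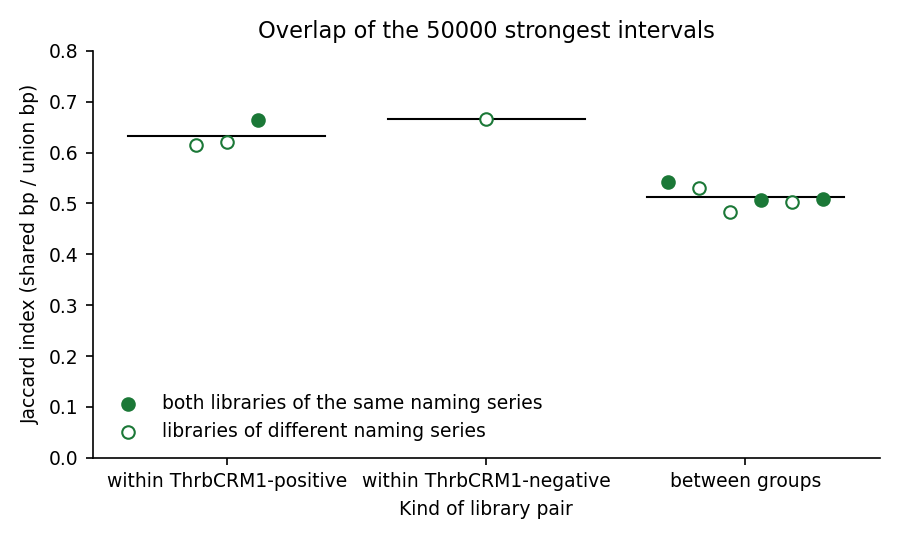
Jaccard index (y axis, base pairs shared divided by base pairs in the union) of the 50000 strongest intervals for each of the 10 pairs of libraries, by kind of pair (x axis). Circles are pairs, filled where both libraries belong to the same naming series, and lines are means; the lowest within-group pair (0.614) lies above the highest between-group pair (0.543).

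The next comparison asked where in the ranking of intervals the 2 populations parted. For each ordered pair of libraries, the share of the strongest 50000 intervals of one library that had no overlapping interval of any rank in the other was counted. On average 7.91% of intervals were missing for the 8 ordered pairs within a group (range 2.95 to 10.2%) and 18.5% for the 12 ordered pairs between groups (range 13.7 to 22.8%). The difference of 10.61 percentage points was the largest of the 10 splits (one-sided exact permutation test, p = 0.1, the smallest the design allows). Among the 10000 strongest intervals of a library, 0.0175% were missing within groups and 0.344% between groups. Among ranks 10001 to 20000 the shares were 0.28% within groups (0.06 to 0.45%) and 6.13% between groups (2.32 to 10.4%). Among ranks 20001 to 30000 they were 2.87% and 17.2%, with no overlap between the ranges of the 2 kinds of pair (0.33 to 4.48% and 10.7 to 24.0%). Among ranks 40001 to 50000 the ranges overlapped, at 11.6 to 31.5% within and 28.9 to 50.6% between groups. The 2 populations thus listed nearly all of each other's 10000 strongest intervals, and at the lowest ranks replicates of one population also missed a large share of each other's intervals.

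**Figure D2:**
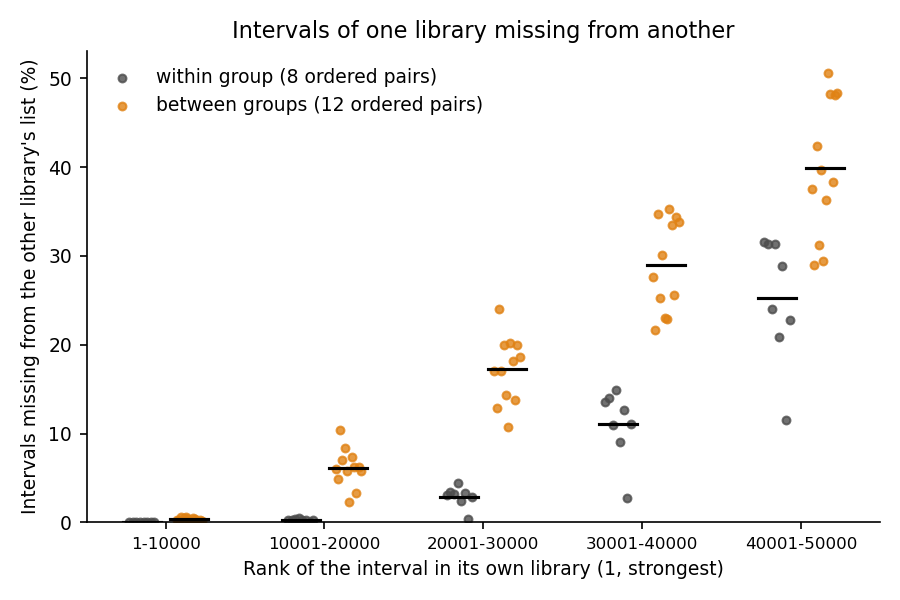
Share of intervals of one library that no interval of another library overlaps (y axis, %), by rank of the interval in its own library (x axis, classes of 10000, 1 being the strongest). Points are ordered pairs of libraries (8 within a group, 12 between groups) and lines are their means; the means rise from 0.0175% and 0.344% in the strongest class to 25.3% and 39.9% in the weakest.

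The strongest 50000 intervals of the 5 libraries merged into 77216 regions. Of these, 27836 (36%) were among the strongest intervals of all 5 libraries, and 18223 (23.6%) in those of a single library. The median width was 880 bp for regions shared by all 5 libraries, 414 bp for positive-specific and 445 bp for negative-specific regions.

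The main comparison counted regions found in every library of one population and in no list of the other. There were 2727 ThrbCRM1-positive-specific regions (3 of them mitochondrial), which is 7.4% of the 36815 regions among the strongest intervals of all 3 positive libraries. There were 2328 ThrbCRM1-negative-specific regions, which is 5.7% of the 41203 regions among the strongest intervals of both negative libraries. As a measure of replicate error, the same counts were made for the other 9 splits of the libraries into 3 and 2. These gave between 3 and 517 regions specific to the 3 libraries (median 99) and between 6 and 382 specific to the 2 libraries (median 84). The real split gave the largest count in both directions, 1 of 10 splits, which is the smallest share that this design allows. The split by naming series gave 139 regions specific to the second series and 74 specific to the first. The largest counts after the real ones came from the split that placed positive replicate 1 with the negative libraries. The counts depended most on how far down the lists intervals were taken. With the strongest 20000 intervals, 131 positive-specific and 28 negative-specific regions remained, against at most 2 and 5 for any other split. With all deposited intervals the counts were 5252 and 11037. At that setting the split that placed positive replicate 1 with the negative libraries gave 4923 regions specific to those 3 libraries, so the positive-specific count of 5252 no longer stood clear of the other splits. Leaving out a library drops a condition of the definition and so can only raise a count, but the size of the rise differed between libraries. Without negative replicate 2 the positive-specific count was 4507, and the negative-specific count was 4034 without positive replicate 1 and 4928 and 4823 without negative replicates 1 and 2. The 2 counts need different numbers of libraries (3 and 2), and their order changed between settings, so they do not show which population had more regions of its own.

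**Figure D3:**
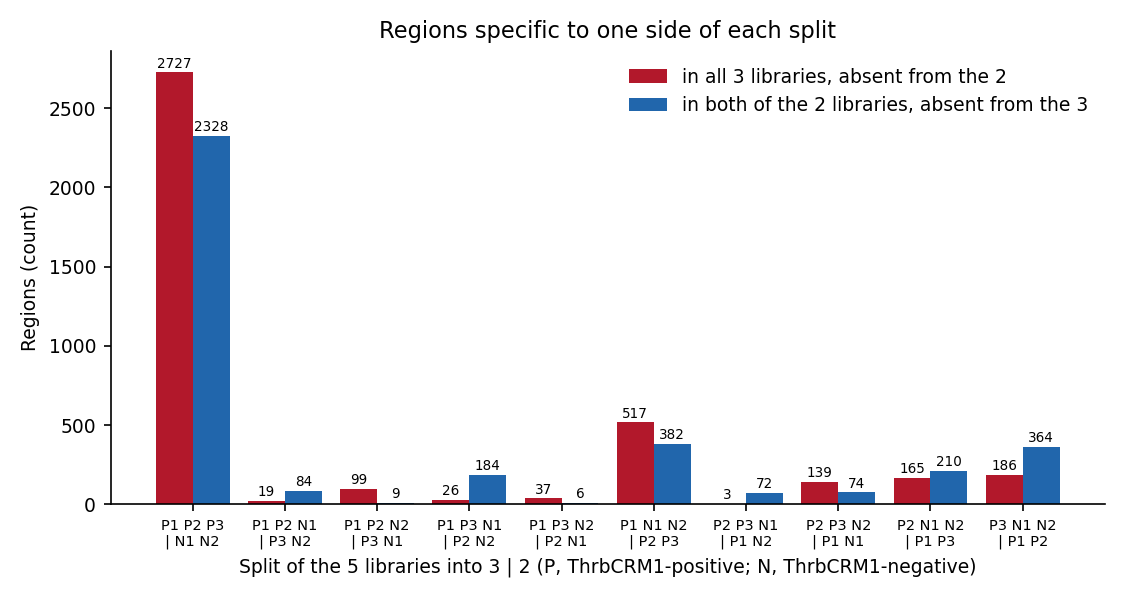
Number of regions (y axis) found in every library of one side of a split and in no list of the other side, for the 10 splits of the 5 libraries into 3 and 2 (x axis; P and N are positive and negative libraries with their replicate number). Red bars count regions specific to the 3 libraries and blue bars those specific to the 2; the real split gave 2727 and 2328, and the other 9 splits at most 517 and 382.

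Within the first naming series, which has 1 library per group and no replicate check, 8726 regions were among the strongest intervals of positive replicate 1 and missing from negative replicate 1, and 7117 the other way round. Within the second series, 4475 regions were found in both positive libraries and not in the negative library, and 7294 the other way round. The regions that met the definition in both series are the 2727 and 2328 regions above by construction. Another 75 regions met it in opposite directions in the 2 series.

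The specific regions lay in the middle and lower part of the rankings. The median rank of the positive-specific regions was 32162, 28735 and 30663 in positive replicates 1, 2 and 3, and that of the negative-specific regions was 36201 and 36275 in negative replicates 1 and 2. Among the 20000 strongest intervals there were 11.6%, 19.6% and 15.2% of the positive-specific regions in the 3 positive libraries, and 5.0% and 4.5% of the negative-specific regions in the 2 negative libraries. The authors' median fold enrichment at positive-specific regions was 3.55, 3.93 and 4.19 in the 3 positive libraries. At negative-specific regions it was 3.53 and 4.1 in the 2 negative libraries.

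The 5 positive-specific regions with the lowest mean rank lay on chromosomes 1, 2 and 3, in the coordinates of the deposited lists, whose genome build was not stated. The first spanned 97106634 to 97107790 on chromosome 2 (1157 bp). It ranked 6729, 6453 and 10194 in positive replicates 1, 2 and 3, with fold enrichments of 8.87, 10.05 and 7.98 over the local background of each library. The second, on chromosome 1 from 66771233 to 66771912, ranked between 5313 and 11832. The third, on chromosome 3 from 84428639 to 84429109, ranked between 6586 and 12007. The fourth and the fifth were on chromosome 2, from 10985632 to 10986239 and from 131410488 to 131411313. Over these 5 regions and 3 libraries, fold enrichment ranged from 5.91 to 11.48 and −log10 q from 27.1 to 62.7. The negative lists held no interval of any rank at any of the 5.

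Of the 5 negative-specific regions with the lowest mean rank, the first lay on chromosome Z from 51757741 to 51758425 (685 bp). It ranked 13034 and 8974 in negative replicates 1 and 2, with fold enrichments of 7.8 and 10.97. The second lay on chromosome 12 from 14045325 to 14045688. The other 3 were on chromosome 3, from 99547392 to 99547788, from 10953382 to 10954135 and from 90221818 to 90222840. Over these 5 regions and 2 libraries, fold enrichment ranged from 7.73 to 10.97 and −log10 q from 34.4 to 76.3. The positive lists held no interval at any of them. Genes near the named regions were not analysed here, because no annotation of the lists' genome build was used.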

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

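The lists of 70000 intervals, the lists shortened to the shortest length and the analyses of each naming series alone were chosen after the data were seen, and the other alternatives before. The excess of within-group over between-group similarity kept its direction in every alternative run, from 0.107 (70000 intervals) to 0.164. The lower mean number of rows in positive libraries also kept its direction in every alternative run, from -43621 to -6194 rows, although no p value under 0.1 is possible here. Same-numbered pairs kept it only on average. Pair 1, which is the whole first naming series, went the other way at 9174 rows. The number of regions shared by all 5 libraries stayed within 1.5 times the main count except for lists of 20000 intervals, which by construction lowered it to 12164.

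The counts of specific regions moved by more than 1.5 times under several alternatives. With the strongest 20000 intervals they fell to 131 positive-specific and 28 negative-specific regions, all of which are in the main sets by construction. With 70000 intervals they were 4765 and 5844, and with all deposited intervals 5252 and 11037, which by construction contain the main 2727 and 2328. When a region only had to be missing from the strongest 50000 intervals of the other group, the counts were 5910 and 5794. In the first naming series alone they were 8726 and 7117, and in the second alone 4475 and 7294, where fewer libraries make the definition easier to meet. Across the 5 fits that each left out one library, positive-specific counts ran from 3245 to 4507 and negative-specific counts from 2828 to 4928. Leaving out a library can only raise these counts and the shared count, because it removes a condition. The positive-specific count moved most without negative replicate 2 (4507). The negative-specific count rose to 4928 and 4823 without negative replicates 1 and 2, where one negative library sufficed, and to 4034 without positive replicate 1, against 2828 and 2902 without positive replicates 2 and 3. The same fits gave similarity differences of 0.117 to 0.164 and shared counts of 28751 to 29566. The cause of these shifts was not tested, beyond the number of intervals or libraries that an alternative itself sets.

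Ranking by fold enrichment, numbered chromosomes only, an overlap of 50% of the shorter interval, summit windows of 200 bp and equal list lengths kept both counts within 1.5 times the main ones. With equal list lengths there were 3719 positive-specific and 2716 negative-specific regions. Ranking by fold enrichment kept 2401 of the 2727 positive-specific and 2053 of the 2328 negative-specific regions, and summit windows 2715 and 2326. The real split gave the largest count of the 10 splits in both directions under every alternative that used all 5 libraries. In proportion to the next split, its margin was smallest with all deposited intervals, at 5252 positive-specific regions against 4923 for the split of positive replicate 1 and both negative libraries against the other 2. The 10 named regions stayed specific under ranking by fold enrichment and summit windows, the alternatives that could have changed this. The outcome of the other alternatives for these regions follows from the definition and from their ranks, including the loss of the region on chromosome Z when only numbered chromosomes were used.

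The 2 groups share replicate numbers 1 and 2. Over the regions, the difference between positive replicates 1 and 2 correlated with that between negative replicates 1 and 2 at 0.06, and with 2 pairs the numbers cannot be taken to pair the samples. With a replicate block, comparing each positive library with the negative library of its number, 3473 regions were positive-specific and 2902 negative-specific in both pairs, 140 went in opposite directions in the 2 pairs, and the similarity difference was 0.115. The difference in rows was -19104 on average but went both ways, at 9174 in pair 1 and -47382 in pair 2.

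The planned list length of 100000 intervals was not run, since 4 of the 5 lists are shorter. The planned promoter, motif and gene list comparisons and their alternatives were not run either, because they need a genome of the lists' build. With no read counts, depth cannot be matched between libraries, which limits what a missing interval means at the lower ranks. Between replicates of one group, 2.87% of intervals at ranks 20001 to 30000 were missing and 25.3% at ranks 40001 to 50000.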

Other observations

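The tests of library series, list length, interval width, W filtering, cells in the positive sort and plasmid DNA were chosen only after the results they bear on had been seen. The tests of small chromosomes, of the rank of Z regions and of the edges of other strong regions were prompted by patterns already seen, but written down before their own outcomes. The first 3 neighbour tests were written down before any neighbour was counted. The rule that left the clustering of negative-specific regions unsettled was set after its value had been seen. The 3 further ones (local density, regions of a single library, broad regions) were added after the excess of neighbours had been seen and before their own outcomes.

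More regions separated the sorted populations than any other split of the libraries. In 1 of the 10 splits of the 5 libraries, the real one, there were as many as 2727 regions specific to the 3 libraries, and likewise in 1 of 10 as many as 2328 specific to the 2 libraries. A share under 0.05 is out of reach with 10 splits. The tables argue against 3 technical sources as the whole cause. The split by naming series gave at most 139 regions. With every list shortened to the length of the shortest, the smaller of the real counts was 2716, against at most 567 for any other split. The split that follows interval width, with positive replicate 1 and both negative libraries as the widest, gave at most 517 with the strongest 50000 intervals. With all deposited intervals the last point no longer holds for the positive-specific regions, because the split by width gave 4923 against 5252. A difference between the sorted cells remains open as the biological explanation. GC content and read depth were not tested, since the lists carry neither.

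Positive replicate 1 overlapped the negative libraries more than the other positive libraries did. Its Jaccard index exceeded that of the closer of positive replicates 2 and 3 by 0.041 with negative replicate 1 and by 0.022 with negative replicate 2. Its strongest intervals were wider (median 529 bp, against 382 and 388 bp). With fixed 200 bp windows the excess was 0.025 with negative replicate 1, more than the 0.015 between the other 2 positive libraries, which argues against width as the whole cause there. With negative replicate 2 it was 0.005, within the 0.006 between the other 2, so width cannot be told apart from other causes for that pair. Naming series cannot be told apart for the pair with negative replicate 1, since both belong to the first series. It would not make positive replicate 1 closer to negative replicate 2, which belongs to the other series, but the 0.022 excess of that pair is not beyond the spread once width is fixed, so naming series stays open there too. A share of reporter-negative cells in the positive sort of replicate 1 cannot be told apart from these either. At equal list length it listed 32.9% of the 4049 regions that both negative libraries had and neither other positive library had. The corresponding share was 19.6% for positive replicate 2 and 22.9% for positive replicate 3. Regions found in the other 2 positive libraries and in no negative list had a median rank of 37622 in positive replicate 1, weaker than the 31710 and 34823 of the same kind of region in replicates 2 and 3. The first of these values restates the overlap in another form and is not corrected for width, and a lower rank would follow from other causes of a lower similarity, so neither speaks for such cells in particular. A different timing of the retinas or a difference in library quality was not tested.

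The naming series differed on the sex chromosomes. The W chromosome held 11 and 15 intervals in the 2 first-series libraries (positive and negative replicate 1) and 0 in each of the 3 second-series libraries. The Z chromosome held 4.65 and 4.74% of the strongest 50000 intervals in the first series and 6.04, 6.08 and 6.67% in the second. In birds, females carry one Z and one W and males carry a pair of Z chromosomes, so the embryos of the first series may have included females and those of the second may have been mostly male. Among regions shared by all 5 libraries, the median rank percentile (0 strongest, 100 weakest) of the 1514 Z regions differed from that of the 25911 regions on numbered chromosomes by 2.9 and -1.0 points in the first series and by -4.5, -8.6 and -11.8 points in the second. The closest libraries of the 2 series were 3.5 points apart. This lower rank largely restates the lower Z share, and any cause of a weaker Z signal would give it, so it does not speak for sex in particular and the hypothesis stays open. Filtering of W sequence in the second series alone would leave the Z share equal, and the series differed by at least 1.3 percentage points. The labels give no sex, and the series crosses the sorted groups, so this difference does not follow the main comparison.

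The strongest interval of the nuclear genome was the same in all 5 libraries, at 4194605 to 4195788 on chromosome 14, a region singled out after its values were seen. Its −log10 p was 1835.7, 1914.9 and 1158.9 in the positive libraries and 1494.3 and 2746.8 in the negative libraries, between 3.29 and 5.62 times that of the next nuclear interval of the same list. Its start varied by 2 bp and its end by 10 bp across the 5 libraries. Only 3 of the 25624 nuclear regions with a single interval in each library, this one included, had edges as steady (0.0117%), and the median of the larger edge range was 213 bp. The smallest range among the next 100 strongest regions was 33 bp. These regions were all weaker than this interval, so they cannot show whether strength of its level alone gives steady edges. DNA of an electroporated plasmid that carries a piece of chicken sequence may be the source, since such reads would stop at the ends of the insert, and the CAG promoter of the Cherry plasmid contains chicken beta-actin sequence. Whether this interval is the beta-actin promoter was not analysed here, and a repeat collapsed in the assembly could give steady edges too and was not tested. No biological explanation was tested.

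Mitochondrial DNA was retained in the lists. The second-ranked interval of every library was mitochondrial, with a fold enrichment of only 1.84 to 2.05. The lists held 9, 19 and 14 mitochondrial intervals in positive and 4 and 5 in negative libraries (exact permutation test, p = 0.2), and 3 of the 2727 positive-specific regions were mitochondrial. Mitochondrial DNA carries no nucleosomes, so those 3 are not chromatin regions.

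Positive-specific regions lay on the smaller chromosomes, numbered 11 and above, more often than negative-specific regions did. The share was 25.3% (95% confidence interval 23.7 to 27.0%, exact binomial over regions) against 16.1% (14.6 to 17.7%), with 22.6% for regions shared by all 5 libraries. In the lists themselves, the share among the strongest 50000 intervals overlapped between groups, at 21.8, 24.6 and 21.1% in positive and 19.7 and 21.3% in negative libraries. Over all deposited intervals it did not overlap, at 18.7, 23.4 and 19.9% in positive and 16.7 and 17.9% in negative libraries. At that setting the whole lists thus differed in the same direction as the specific sets. Positive replicate 2 had the highest share. Without it the difference between the specific sets was 5.2 percentage points, against 0.95 between the strongest 50000 intervals of the remaining libraries. Over all deposited intervals the remaining libraries differed too, at 18.7 and 19.9% in positive and 16.7 and 17.9% in negative libraries. Positive replicate 2 alone therefore does not account for the whole difference between the specific sets, but leaving it out gave the smallest difference. Leaving out each library in turn gave differences of 5.2 to 12.4 percentage points. Chicken small chromosomes are rich in GC and in genes. A GC bias that differs between libraries could produce this pattern, and it was not tested because no sequence was used. A difference between the sorted cells stays open as well, untested.

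Positive-specific regions lay closer to one another than random regions did. Of the 2727 regions, 972 (35.6%) had another within 50 kb, against a median of 747 and a maximum of 859 in 10000 random draws of as many regions per chromosome from those not shared by all 5 libraries (permutation p = 0.0001, the smallest these draws can give). Draws matched on the number of regions of any kind within 50 kb gave a median of 848 and at most 939 in 2000 draws, so local density may explain part of the excess but not the whole. Draws from regions called in 2 to 4 libraries gave a median of 757. Counting only neighbours at 5 to 50 kb, 855 regions had one against a median of 682 in the draws, which argues against broad regions split into pieces as the whole cause. For negative-specific regions the number was 563, against a median of 529 in the draws (permutation p = 0.1104), which does not settle whether they cluster. Whether the 2 sets differ in this respect was not tested. Positive-specific regions had a negative-specific region within 50 kb in 650 cases, against a median of 701 in the draws (617 to 779, permutation p = 0.992 for an excess), so such neighbours occurred but were not in excess. Nearly all draws gave at least as many, so the count lay at the low end of the draws. A shortage of such neighbours was not tested for. All these draws test the placement of regions only, not the spread between libraries, and none was matched on GC content. A hypothesis from these values is that regions gained in reporter-positive cells gather around some loci. Which genes those are was not analysed here.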
